# Targeting the hemangioblast with a novel cell type-specific enhancer

**DOI:** 10.1186/1471-213X-11-76

**Published:** 2011-12-28

**Authors:** Vera Teixeira, Natacha Arede, Rui Gardner, Joaquín Rodríguez-León, Ana T Tavares

## Abstract

**Background:**

Hemangioblasts are known as the common precursors for primitive hematopoietic and endothelial lineages. Their existence has been supported mainly by the observation that both cell types develop in close proximity and by in vitro differentiation and genetic studies. However, more compelling evidence will arise from tracking their cell fates using a lineage-specific marker.

**Results:**

We report the identification of a hemangioblast-specific enhancer (Hb) located in the *cis*-regulatory region of chick *Cerberus *gene (*cCer*) that is able to direct the expression of enhanced green fluorescent protein (eGFP) to the precursors of yolk sac blood and endothelial cells in electroporated chick embryos. Moreover, we present the Hb-eGFP reporter as a powerful live imaging tool for visualizing hemangioblast cell fate and blood island morphogenesis.

**Conclusions:**

We hereby introduce the Hb enhancer as a valuable resource for genetically targeting the hemangioblast population as well as for studying the dynamics of vascular and blood cell development.

## Background

In the early vertebrate embryo, both hematopoietic and endothelial lineages derive from aggregates of mesodermal cells that form the blood islands in the extraembryonic yolk sac [1]. This observation led to the hypothesis that both lineages derive from a common precursor named the hemangioblast [2]. Although still debatable, the existence of hemangioblasts is mainly supported by *in vitro *differentiation studies [3,4] as well as by evidence that blood and endothelial progenitors express a number of genes in common, such as *VEGFR2*, *GATA2*, *Lmo2 *and *Scl/Tal1 *[5], some of which regulate the differentiation of both cell lineages [6-8]. Other than these in vitro and genetic studies, further insight into hemangioblast cell fate will require time-lapse imaging studies using a lineage-specific marker.

Hemangioblast reporters have been described in transgenic mouse and zebrafish models [9,10]. However, a particularly suitable system for visualizing live hematovascular development is the yolk sac of the avian embryo [11,12]. During the study of chick *Cerberus *(*cCer*) transcriptional regulation [13], we isolated a *cis*-regulatory region that drives reporter gene expression specifically in blood-island progenitors or hemangioblasts. Here, we report the identification and characterization of this novel hemangioblast-specific enhancer and reveal its potential as a live imaging tool for studying blood and vascular development.

## Results and Discussion

To study the transcriptional activity of *cCer cis*-regulatory region, chick embryos were electroporated with reporter constructs containing *cCer *5' genomic sequences of different lengths upstream of the coding sequence for enhanced green fluorescent protein (eGFP), and observed under a fluorescent microscope (Figures 1 and 2) [13]. Our initial results showed that a 400-base pairs (bp) promoter fragment upstream from the ATG of *cCer *(Cer0.4) is able to drive eGFP expression in cell populations that express *cCer*, i.e., the anterior mesendoderm (Figure 1) and the left-side mesoderm [13,14]. Further deletion analysis revealed an ectopic domain of expression in the posterior extraembryonic mesoderm where hemangioblasts are located [5]. This pattern was observed in embryos electroporated with constructs that lack the -400 to -360 bp sequence (*i.e*., Cer0.36, PCR5 and PCR6; Figure 1), suggesting that this region may contain a silencer of hemangioblast expression. Cer-eGFP expression was abolished in the anterior mesendoderm and restricted to hemangioblasts in embryos electroporated with constructs that lack the -204 to -120 bp sequence (*i.e*., PCR2 and PCR8; Figure 1 and data not shown). PCR8 regulatory sequence is hereafter named the hemangioblast or Hb enhancer, and the hemangioblast-specific reporters PCR2-eGFP and PCR8-eGFP are named Hb-eGFP.

**Figure 1:**
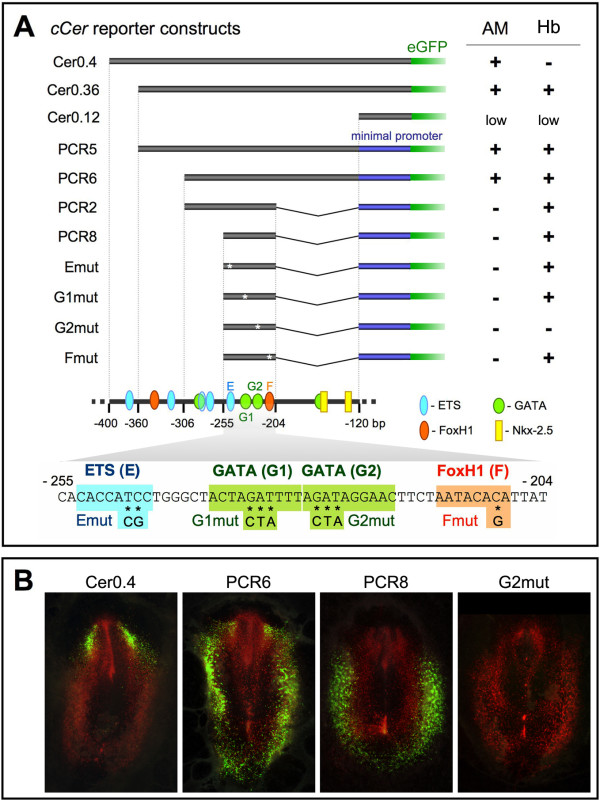
**Identification of the *cCer *hemangioblast enhancer**. (**A**) Enhancer analysis of the *cCer cis*-regulatory region. *cCer *5' genomic sequences (black boxes) were either directly fused to the eGFP reporter gene (green boxes) or sub-cloned into an enhancerless vector carrying the human β-globin minimal promoter (dark blue boxes) upstream of the eGFP coding sequence. Emut, G1mut, G2mut and Smut constructs were designed by introducing mutations in the ETS, GATA (G1 and G2) or FoxH1 (F) binding elements of the PCR8 sequence, respectively (asterisks; see sequence below). The presence ("+") or absence ("-") of eGFP expression in the anterior mesendoderm (AM) and in hemangioblasts (Hb) of electroporated chick embryos is listed on the right. Each result is representative of at least 12 embryos. A schematic representation of *cCer *-400 to -120 bp regulatory region and the nucleotide sequence of the PCR8 fragment (-255 to -204 bp) are shown in the bottom. Binding sites for the transcription factors ETS (E; blue), GATA (G1 and G2; green), FoxH1 (F; orange) and Nkx-2.5 (yellow) are outlined. The ETS site in the -400 to -360 bp silencing region may be responsible for the repression of hemangioblast expression, whereas the two Nkx-2.5 sites in the -204 to -120 bp sequence may regulate anterior mesendoderm expression. Mutations introduced into the E, G1, G2 and F sites of the Emut, G1mut, G2mut and Smut constructs are also indicated in the PCR8 sequence. (**B**) Cer-eGFP reporter expression in electroporated chick embryos. Embryos were co-transfected with pCAGGS-RFP (positive control; red fluorescence) and each Cer-eGFP reporter construct (green fluorescence) at stage HH3 and fixed at HH6. Examples of electroporated embryos with ubiquitous RFP fluorescence and specific eGFP expression in the AM (Cer0.4), AM and Hb (PCR6), and Hb alone (PCR8), or without eGFP expression (G2mut).

**Figure 2:**
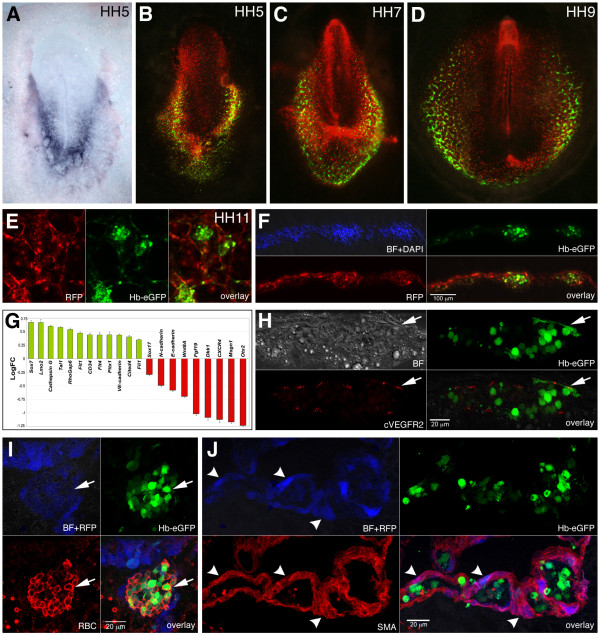
**Characterization of the Hb-eGFP-positive cell population**. Chick embryos were processed for cVEGFR2 whole mount in situ hybridization at HH5 (A) or co-electroporated at HH3-4 with the Hb-eGFP reporter construct (PCR2) and the ubiquitous reporter pCAGGS-RFP (B-J) and imaged as whole mounts at HH5 (B), HH7 (C), HH9 (D) and HH11 (E), criosectioned through the yolk sac region at HH11 (F, H-J), or processed for microarray analysis at HH5-6 (G). (B-D) Overlay of bright field, Hb-eGFP green fluorescence and RFP red fluorescence images. (E) RFP fluorescence (left), Hb-eGFP fluorescence (middle) and overlay (right). (F, H-J) Top left: bright field and DAPI (F), bright field alone (H), or bright field and RFP (in blue; I and J); top right: Hb-eGFP green fluorescence; bottom left: RFP red fluorescence (F) or immunolabeling of cVEGFR2 (H), red blood cells (RBC; I) and smooth muscle actin (SMA; J); bottom right: overlay of bright field and fluorescence images. At HH5, cVEGFR2 expression is detected in the posterior extraembryonic population of hemangioblasts (**A**). At this early stage, Hb-eGFP fluorescence is specifically observed in the same cell population (**B**). At later stages, eGFP-fluorescent cells aggregate in the extraembryonic region (**C**), give rise to blood islands (**D**), and integrate the vascular plexus of the yolk sac (**E**). Note that the control RFP reporter is ubiquitously expressed, whereas Hb-eGFP fluorescence is restricted to the blood islands (E and F). At early stages, the gene expression profile of Hb-eGFP-positive cells revealed that known hemangioblast markers are enriched, whereas genes expressed in other tissues are downregulated in this cell population (**G**; see also Additional file 2). At later stages, Hb-eGFP fluorescence is detected in cVEGFR2-positive endothelial cells (**H**; arrow) and blood cells or erythroblasts (**I**; arrows), but not in smooth muscle cells (**J**; arrowheads).

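Each of the genes drawn in Figure 2G had the direction drawn there. The study selected these genes on the same arrays, so their direction and their limma calls are not independent evidence. On the log10 scale of the ratio of group means, the highest were SOX7 (0.675), a transcription factor of early endothelium, and LMO2 (0.668), followed by the protease gene CTSG (0.600), TAL1 (0.580) and RhoGap 6 (0.542), whose probe sets carry the symbol RGCCL. The vascular receptor genes FLT1 (0.475) and FLT4 (0.445), the homeobox gene PITX1 (0.442) and the endothelial cadherin gene CDH5 (0.437) came next, with CITED4 (0.406) and FLI1 (0.350). Among the lower genes, the cadherins CDH2 (-0.492) and CDH1 (-0.580) fell less than the signalling genes WNT8A (-0.695) and FGF19 (-1.01) and the chemokine receptor gene CXCR4 (-1.12), whose Hb-eGFP+ signal of 34.6 was near the level of the reporter probe sets, so that the size of its fold is not exact. The gene called DKK1 in the study is named DKK4 by the array annotation used here and had a value of -1.08. All of these genes passed the limma test by the probe set that represents them, with adjusted p from 3.7e-07 for DKK4 to 0.00039 for PITX1. No further probe set of SOX7, RGCCL or FLT4 was called in the same direction, and some further ones of TAL1 and FLT1 were not. Lists of other tissues of the gastrula, which include some of the genes that the study lists, were also lower. Of 19 primitive streak genes, 12 were lower and none was higher (13 and 0 when adjusted over the list alone; camera adjusted p = 7.0e-09, and adjusted p = 0.015 with an estimated correlation), including WNT3A (log2 fold change -1.89) and SP8, which fell to 38.1 from 119. Of 17 genes of the organizer and the axial and anterior mesendoderm, 9 were lower and none was higher (12 and 1 when adjusted over the list alone; camera adjusted p = 1.5e-07, and adjusted p = 0.015 with an estimated correlation). Of 24 genes of non-neural ectoderm and epithelium, 11 were lower and none was higher (11 and 0 when adjusted over the list alone), including the homeobox gene DLX5 (-1.90) and the epithelial splicing regulator ESRP2 (-1.75), each by 1 of its 2 probe sets. This list passed with the preset correlation (camera adjusted p = 5.0e-06) but had an adjusted p = 0.056 with an estimated correlation.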

Sequence analysis of the Hb enhancer identified binding sites for transcription factors implicated in endothelial and blood cell differentiation, namely ETS, GATA and FoxH1 [15-17] (Figure 1A). To determine which of these binding elements may be responsible for the regulation of hemangioblast-specific expression, we analyzed the expression of reporter constructs containing mutations in the ETS (E), GATA (G1 and G2) or FoxH1 (F) sites in the PCR8 sequence [17-19] (Figure 1A). Hemangioblast expression was unaltered in embryos electroporated with the Emut, G1mut and Fmut constructs, but abolished in those electroporated with the G2mut construct (Figure 1B). These observations demonstrate that the G2 site is essential for the induction or maintenance of transcription in hemangioblasts, and suggest that the GATA2 is a transcriptional activator of the Hb enhancer in blood-island progenitors [5].

In the avian embryo, hemangioblasts ingress through the posterior primitive streak between stages HH2 and HH9 [20]. To characterize the expression pattern of the Hb-eGFP reporter, embryos were electroporated at either early or late stages (HH3-4 and HH5-6, respectively), placed in culture and observed at successive time points (HH4-13). In embryos electroporated at HH3-4, Hb-eGFP fluorescence was initially detected in posterior primitive streak cells (data not shown) and in a cVEGFR2-positive population of posterior extraembryonic cells (HH5; Figures 2A and 2B). At later stages, eGFP-positive cells migrate away from the embryo and form aggregates in the extraembryonic region (HH7; Figure 2C) that will give rise to the blood islands (HH9; Figure 2D). At HH11, Hb-eGFP fluorescence was restricted to differentiated blood islands and the vascular cells that connect them (Figure 2E and 2F). In embryos electroporated at HH5-6, Hb-eGFP expression was specifically detected in the blood islands that form closer to the embryo (Additional file 1). Taken together, these observations suggest that the Hb enhancer is continually activated in ingressing hemangioblasts that populate the extraembryonic region in a lateral to medial temporal progression [21].

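Transcripts were measured in cells sorted from chick embryos that had been electroporated at HH3 with Hb-eGFP and the ubiquitous pCAGGS-RFP and harvested at HH5-6 in 3 pools of 4 embryos. Both populations were collected at the same time in the sort, giving 3 samples of eGFP+ cells, called Hb-eGFP+ here, and 3 of eGFP-/RFP+ cells, called RFP+ control, which had RFP but no eGFP fluorescence. Which samples came from the same pool is not given in the sources used here. The legend of Figure 2 gives the PCR2 version of the reporter for these embryos, whereas the sample labels give the -255 to -204 bp fragment, which is PCR8. From each sample, 40 ng of total RNA was amplified and hybridized to an Affymetrix Chicken Genome Array, a 1-colour array on which a gene is read by one or more probe sets. The authors normalized the 6 arrays and reduced the Perfect Match probes of each probe set to 1 expression index in dChip, so the values used here are linear signal intensities from 1 to 20134 for 38439 probe sets. Array medians lay between 87.7 and 91.1. The GFP probe set checks the sort: its intensity was 17083 ± 229 (SD, n = 3) in Hb-eGFP+ cells and 926 ± 80.5 (SD, n = 3) in RFP+ control cells, a ratio of 18.5. It ranked 3, 3 and 5 from the top in the Hb-eGFP+ arrays, near the brightest signals, so the size of this ratio may not be exact. The 56 other reporter probe sets had a median intensity of 31.9 to 37.8 per array. What part of the GFP signal in the control cells comes from GFP transcripts was not tested. Spearman correlations between arrays were 0.985 to 0.991 within the Hb-eGFP+ group, 0.983 to 0.987 within the RFP+ control group and 0.964 to 0.979 between the groups. The values were taken to log2 without further normalization and compared with limma, an unpaired linear model fitted to all probe sets at once, with Benjamini-Hochberg adjustment. A gene with several probe sets was represented by the one with the highest mean log2 intensity, which gave 13051 genes. The number of arrays limits the precision, and a single gene compared alone by exact permutation of 3 arrays against 3 cannot go below a two-sided p of 0.1.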

To confirm the specificity of the Hb-eGFP reporter, we analyzed the gene expression profile of early Hb-eGFP-positive cells and investigated the co-localization of eGFP fluorescence with known markers of hemangioblast-derived cells. As expected, genes expressed in hemangioblasts, such as *Lmo2 *(+3.73 fold), *Tal1 *(+3.62 fold) and *CD34 *(+2.39 fold), are enriched in the Hb-eGFP-positive population, whereas those expressed in other cell types, such as the endoderm (e.g., *Sox17*), neuroectoderm (e.g., *Otx2*) and paraxial mesoderm (e.g., *Msgn1*), are downregulated (Figure 2G; Additional file 2). 

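The hemangioblast genes LMO2, TAL1 and CD34 were higher in Hb-eGFP+ than in RFP+ control cells, and SOX17, OTX2 and MSGN1 were lower. LMO2, a cofactor that acts in a complex with TAL1, had an intensity of 3447 ± 458 (SD, n = 3) in Hb-eGFP+ cells and 741 ± 134 (SD, n = 3) in control cells, a ratio of 4.65 (log2 fold change 2.23, standard error 0.15, adjusted p = 5.6e-05 from limma). TAL1, a transcription factor required for blood formation, went from 1673 ± 24.2 in control cells to 6356 ± 286 in Hb-eGFP+ cells, a ratio of 3.80 (log2 fold change 1.93, standard error 0.07, adjusted p = 2.7e-06). CD34, a surface protein of blood progenitors and endothelium, had a ratio of 2.77 (log2 fold change 1.47, standard error 0.10, adjusted p = 7.0e-05). The second CD34 probe set read 203 in Hb-eGFP+ and 193 in control cells (adjusted p = 0.76), and 2 of the 4 TAL1 probe sets were not called, while both LMO2 probe sets were higher. The endoderm transcription factor SOX17 was lower at 5199 ± 485 against 10124 ± 929 (log2 fold change -0.96, standard error 0.10, adjusted p = 0.00047), and its dimmer second probe set fell further, to 208 from 782 (log2 fold change -1.91, adjusted p = 0.00010). The changes of OTX2 of the anterior neuroectoderm and MSGN1 of the presomitic mesoderm were larger, with log2 fold changes of -4.10 (standard error 0.09, adjusted p = 5.6e-07) and -3.87 (standard error 0.09, adjusted p = 8.0e-07). For all 6 genes, every Hb-eGFP+ array lay on one side of every control array. From these differences, the paper states that genes expressed in hemangioblasts are enriched in the Hb-eGFP-positive population and that those of other cell types are downregulated, and it presents the profile as a test of the reporter's specificity.

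**Figure D1:**
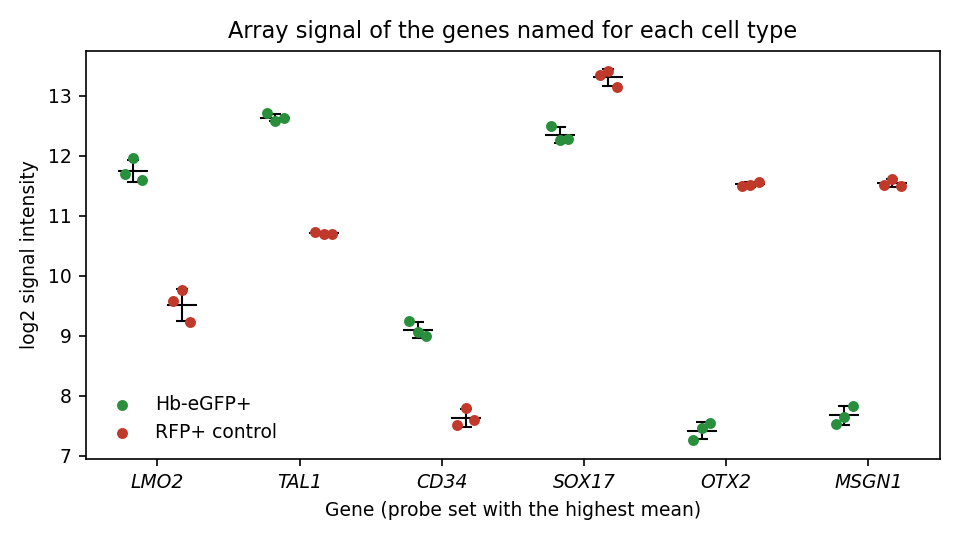
Log2 signal intensity (vertical axis) of 6 genes in the 3 Hb-eGFP+ arrays (green) and the 3 RFP+ control arrays (red). Points are arrays, the horizontal marks are group means and the bars are SDs. Hb-eGFP+ means are above control means for LMO2 (11.74 against 9.52), TAL1 and CD34 and below them for SOX17, OTX2 (7.42 against 11.52) and MSGN1.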

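The same direction was seen in gene lists drawn up for each cell type from general knowledge, after the study's table of selected genes had been read. Of 16 regulators of hemangioblasts and blood progenitors, 11 were higher in Hb-eGFP+ cells and 1 was lower at an adjusted p under 0.05 from limma (11 and 1 when adjusted over the list alone). Beside TAL1 and SOX7, the higher genes included the myeloid regulator SPI1 (log2 fold change 1.34) and HHEX (1.10), a homeobox gene of both blood precursors and endoderm. The lower gene was MEIS1, at -0.29 (adjusted p = 0.041), a call that was lost with each of 4 of the 6 arrays left out and, for example, at an adjusted p of 0.076 with an offset of 50. The paper's Background also names GATA2 and VEGFR2 (KDR) as genes of blood and endothelial progenitors. GATA2, in this list, was not called (adjusted p = 0.52 from limma). KDR, in the endothelial list, was higher by 0.41 by 1 of its 5 probe sets. Of 22 endothelial genes, 14 were higher and none was lower (16 and 1 when adjusted over the list alone), among them SOX7 (2.25), SOX18 (1.59) and FLT1 (1.58). LMO2 and SOX7 are in both of these lists. Members of both lists had already been listed by the study from these samples, and without them the lists were still shifted upward (adjusted p = 0.0026 for 10 regulators and 0.0019 for 15 endothelial genes, from the limma set test camera). Of 28 neuroectoderm genes, 20 were lower and none was higher (22 and 1 when adjusted over the list alone). Examples are GBX2 of the hindbrain boundary (-2.82) and ZIC2 (-3.44), whose second probe set was not called. Of 21 paraxial mesoderm genes, 13 were lower and none was higher (15 and 1 when adjusted over the list alone), among them CYP26A1 (-3.45), which degrades retinoic acid. Of 20 endoderm genes, 12 were lower and 1, HHEX, was higher (13 and 1 when adjusted over the list alone). The apolipoprotein gene APOA1 (-1.26) was among those that fell. As sets, these 5 lists were shifted in the camera test with adjusted p of 7.0e-09 for the regulators, 7.0e-09 for the endothelial genes, 2.2e-14 for neuroectoderm, 3.1e-11 for paraxial mesoderm and 1.5e-05 for endoderm. With an estimated correlation between genes, the adjusted p was 0.015 for the first 4 and 0.019 for endoderm. The neuroectoderm, paraxial mesoderm and endoderm lists also hold genes of the study's table, such as OTX2, MSGN1 and SOX17. These camera values are therefore not independent of the study's selection, although the lists stayed shifted without those genes.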

At a later stage (HH11), Hb-eGFP fluorescence is detected both in endothelial cells, which express cVEGFR2 protein (Figure 2H), and in blood cells, which express the RBC antigen (Figure 2I). However, Hb-eGFP expression is not observed in the SMA-positive smooth muscle cells that surround the blood islands (Figure 2J). This observation supports the hypothesis that smooth muscle cells are not derived from hemangioblasts [22].

Taken together, our observations indicate that Hb-eGFP expression is initiated in hemangioblasts as they emerge from the primitive streak and is detected in differentiated endothelial and blood cells at least until HH13 (data not shown). This pattern was confirmed by time-lapse imaging of live electroporated embryos. At low amplification, we could see the eGFP-fluorescent cells moving away from the posterior primitive streak, aggregating to form the blood islands, and giving rise to the vascular plexus by connecting the separate islands (Additional file 3). At higher magnification, we were able to follow the movements of individual endothelial and blood cells (Additional file 4), such as the interchange of cells between different blood islands and the cell division of an erythroblast. Moreover, in older embryos, the Hb-eGFP reporter proved to be a very useful tool to record blood cell flow in the vascular plexus of the yolk sac (Additional file 5).

## Conclusions

In summary, we identified a hemangioblast enhancer located in *cCer cis*-regulatory region and describe its activity in developing chick embryos. Furthermore, we have used the Hb-eGFP reporter to characterize the gene expression profile of hemangioblasts and visualize blood island morphogenesis and differentiation in living embryos. 

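Beyond the genes named in its text, the profile was compared with lists of primitive erythroid genes and of macrophage and myeloid genes. Of 20 primitive erythroid genes, 9 were higher in Hb-eGFP+ cells and 1 was lower at an adjusted p under 0.05 from limma (10 and 1 when adjusted over the list alone; camera adjusted p = 0.0016, and adjusted p = 0.043 with an estimated correlation). They were led by the membrane skeleton gene ANK1 (log2 fold change 1.21, standard error 0.08), CPOX of heme synthesis (0.86, standard error 0.06) and the transferrin receptor gene TFRC (0.74, standard error 0.07). The other 6 probe sets of ANK1 and the second of TFRC were not called, and TFRC is also in the housekeeping list. The erythroid regulators GATA1, KLF1, NFE2 and EPOR had no match on the array under these names. The ALAS2 entry of the list was matched to ALAS1. The lower one was SLC4A1, the anion exchanger of red cells, at -0.34 (adjusted p = 0.021), whose call was lost without Hb-eGFP+ replicate 1, without Hb-eGFP+ replicate 2 and without RFP+ control replicate 1 (adjusted p of 0.060, 0.056 and 0.071). Of 15 macrophage and myeloid genes, 5 were higher and 2 lower (5 and 2 when adjusted over the list alone; camera adjusted p = 0.18, and adjusted p = 0.26 with an estimated correlation). CTSG rose by 1.99 and RAC2 by 1.26, while the complement gene C1QA fell by 0.67. The 5 higher genes became 3 without Hb-eGFP+ replicate 3, without RFP+ control replicate 1 or without RFP+ control replicate 2, and the 2 lower became 1 without any 1 of the Hb-eGFP+ replicates. The 10 genes with the largest increases were SLC15A1, SOX7, CXorf36, SLC32A1, LMO2, GAD2, CTSG, GAL, GLRX and TAL1, with log2 fold changes from 1.93 to 2.51. CXorf36, which the study lists as LOC418555, was higher by both of its probe sets (2.24 and 1.81).

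**Figure D2:**
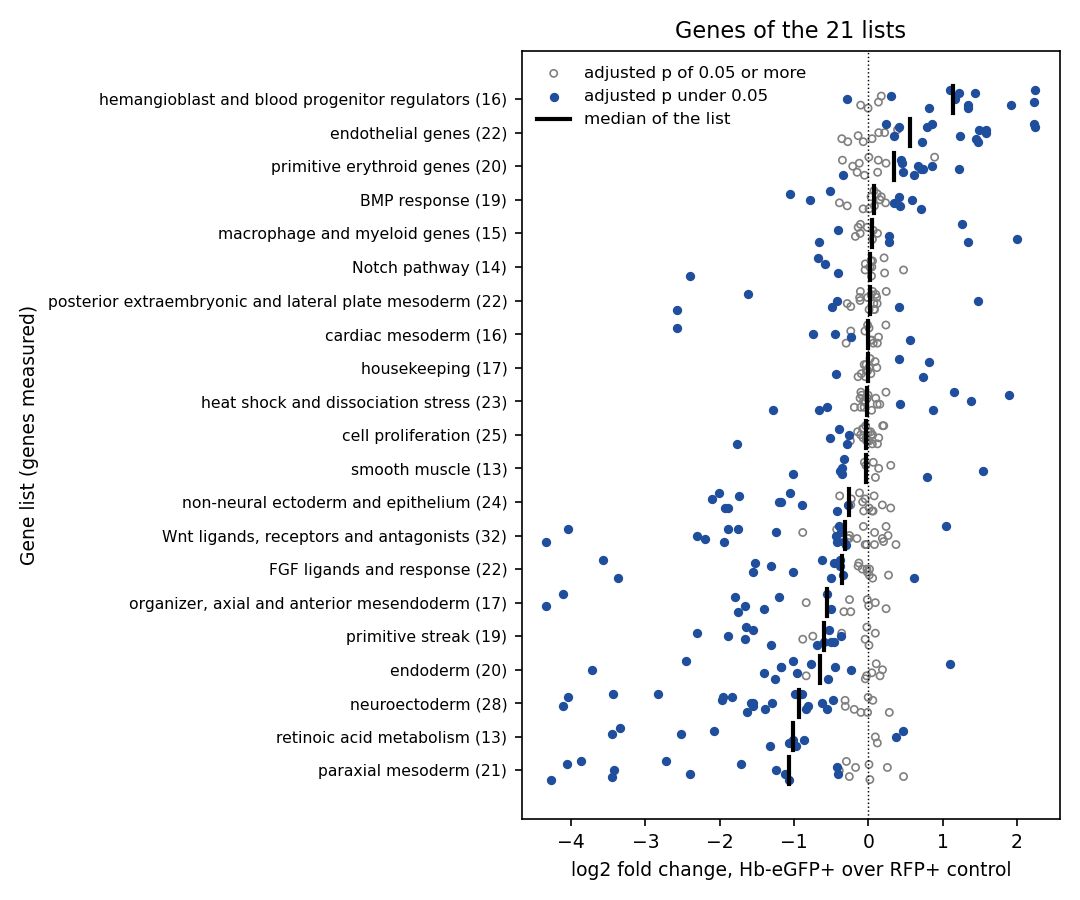
Log2 fold change of Hb-eGFP+ over RFP+ control (horizontal axis) for each measured gene of the 21 lists (vertical axis, with the number of genes). Filled points have a limma adjusted p under 0.05, open points do not, and the bars are list medians. The regulators of hemangioblasts and blood progenitors have the highest median (1.13) and paraxial mesoderm the lowest (-1.07).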

In the future, the Hb-eGFP reporter may become a valuable genetic tool for targeting ectopic gene expression to the hemangioblast population as well as for studying live vasculogenesis and blood flow.

## Methods

### DNA constructs

The isolation and cloning of *cCer *5' genomic sequences was performed as previously reported [13]. In particular, *cCer *regulatory sequences were amplified by PCR using the Cer0.36-eGFP construct DNA as template (primer sequences provided upon request), and sub-cloned into the *Sac*I/*Spe*I restriction sites of the p1229-eGFP enhancerless vector, which carries the human beta-globin minimal promoter [23] upstream of the eGFP coding sequence (Clontech). Putative binding elements for ETS, GATA (sites 1 and 2) and FoxH1 transcription factors were identified in the analysis of *cCer *genomic sequences using MatInspector Professional release 7.4 [24] and MatchTM [25]http://www.gene-regulation.com/. Mutations in these elements were designed according to the literature [18,19,26] and introduced into the PCR8 construct by PCR-based site-directed mutagenesis. The pCAGGS-*RFP *vector (gift from D. Henrique), which contains the CAGGS promoter and the cDNA of monomeric red fluorescent protein (RFP; Clontech) [27] was used to control the electroporation efficiency.

### Embryo electroporation and imaging

Chicken embryos were explanted and electroporated at stages HH3-5 [28] as described previously [13]. Electroporated embryos were grown in New culture [29] until stages HH6-11, observed under a Zeiss SteREO Lumar fluorescence stereomicroscope (Carl Zeiss) and photographed using a Hamamatsu C8484 digital camera (Hamamatsu Photonics) and AxioVision software (Carl Zeiss).

### Fluorescence-activated cell sorting (FACS)

Chicken embryos were electroporated at HH3 with Hb-eGFP and pCAGGS-RFP constructs, harvested at stage HH5-6 into three groups of four embryos each, dissociated into single cell suspensions using trypsin (Sigma-Aldrich) and filtered through a 35 μm cell strainer (BD Bioscience). The eGFP+ and eGFP-/RFP+ cell populations were FACS-sorted in a Moflo high-speed cell sorter (Beckman Coulter), using a 70 μm ceramic nozzle with 0.414MPa (60 psi) sheath pressure, a 488 nm laser line from a Coherent Sapphire 488-200 CDRH laser for eGFP excitation, and a 561 nm laser line from a CrystaLaser GCL-050-561 50 mW DPSS laser coupled to fiber optics (38 mW output) to excite RFP. eGFP+ and RFP+ cells were detected using 530/40 nm and 630/75 nm HQ band pass filters, respectively, and collected simultaneously into two different tubes containing RNAlater (Ambion).

### RNA Isolation and Microarray Expression Analysis

Total RNA was extracted from triplicates of each cell population using the RNeasy Mini Kit (Qiagen). Concentration and purity was determined by spectrophotometry and integrity confirmed using an Agilent 2100 Bioanalyzer with a RNA 6000 Nano Assay (Agilent Technologies). Prior to processing for microarray hybridization, RNA samples from FACS-sorted eGFP+ and eGFP-/RFP+ populations were analyzed for the expression of control and marker genes (*GAPDH*, *eGFP*, *RFP*, *cVEGFR2*, *cLmo2 *and *cBra*) by reverse transcription polymerase chain reaction (data not shown). For each of the six samples, 40 ng of total RNA was processed according to the manufacturer's Two-Cycle Target Labeling Assay. Size distribution of the cRNA was assessed using an Agilent 2100 Bioanalyzer with a RNA 6000 Nano Assay. Affymetrix GeneChip Chicken Genome Arrays were hybridized at 45°C for 16 h with 15 μg of fragmented cRNA, washed and double-stained on an Affymetrix GeneChip Fluidics Station 450, and scanned on an Affymetrix GeneChip scanner 3000 7G. The arrays were analyzed using Affymetrix GCOS 1.4 and dChip 2008 software (http://www.dchip.org, Wong Lab, Harvard). Normalized CEL intensities of the six arrays were used to obtain gene expression indices based on a Perfect Match-only model. Only genes with a lower 90% confidence bound of the fold change above 1.7 were regard as differentially expressed and used for further analysis. 

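GFP, SLC15A1, SOX7 and LMO2 had some of the highest lower bounds among the probe sets that rose in Hb-eGFP+ cells, and the Wnt antagonist Crescent (LOC395991), OTX2 and MSGN1 among those that fell. For LMO2 the ratio was bounded from below at 3.78, for TAL1 at 3.63, for CD34 at 2.42 and for SOX17, with the groups exchanged, at 1.72. Of 38439 probe sets, 276 were higher and 501 lower in Hb-eGFP+ cells with a lower bound above 1.7. The interval is that of a ratio of 2 means at the 90% level, from the spread between the 3 arrays of each group. dChip also uses a standard error of each expression index, and these errors were not used here. The size of the list depends on the interval and on the treatment of lower signals. Without an interval, 462 probe sets had a ratio above 1.7 and 1178 an inverse ratio above 1.7. With 50 added to each intensity, 174 were higher and 323 lower by the lower bound. With probe sets of a mean log2 intensity at or below the median removed, 245 were higher and 407 lower.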

Annotations for the 33.457 transcripts that are represented on the GeneChip Chicken Genome Array were obtained from the NetAffx database http://www.affymetrix.com as of September 2008. Out of this total number of transcripts, 658 were differentially expressed in the two populations, including 476 known genes (fold change > 1.7). Of these, 170 were upregulated and 306 downregulated in Hb-eGFP+ cells. 

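By the lower bound, 777 probe sets differed between Hb-eGFP+ and RFP+ control cells, and those with a gene name stood for 512 genes. They included regulators of blood and endothelium such as TAL1, LMO2, SOX7 and FLI1 and patterning genes of other tissues such as OTX2, MSGN1, FZD8 and FST. All 777 were also called by limma, which rests on the spread between arrays without a minimum fold. Limma called 1545 probe sets higher and 1941 lower at an adjusted p under 0.05, of which 430 and 777 had a fold of at least 1.7. By gene, 1200 were higher and 1396 lower of 13051 tested, but the balance depends on the scaling of the arrays, with 1389 higher and 1265 lower after quantile normalization and 1337 and 1301 after median centring. The limma counts fell to 856 higher and 1187 lower without Hb-eGFP+ replicate 1, to 811 and 1102 without Hb-eGFP+ replicate 3, and the higher count to 962 without RFP+ control replicate 1.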

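Among genes with a probe set past the lower bound, 188 were higher in Hb-eGFP+ cells and 324 lower. The highest of the 188 was SLC15A1, a peptide transporter gene, at 1021 ± 85.2 against 178 ± 9.50 in control cells (SD, n = 3 each; log2 fold change 2.51, standard error 0.09, adjusted p = 2.7e-06 from limma). Among the largest decreases of the 324 were LOC395991 (Crescent), at 260 ± 14.0 against 5258 ± 558, and FST, which encodes the activin and BMP antagonist follistatin, at 38.7 ± 2.45 against 744 ± 23.0 by the probe set that represents it. By probe set, 59 fell more than 5-fold and 4 rose more than 5-fold, of which 2 are reporter probe sets (GFP and 1 other). The control signal of that other one was near the level of the remaining reporter probe sets, so its fold is not exact. The median ratio was 2.31 for the probe sets that rose and the median inverse ratio 2.50 for those that fell. FOXC1, a gene of paraxial mesoderm that the study's table does not list, fell to 24.9 ± 0.442 from 419 ± 90.4 (adjusted p = 2.7e-06). The Hb-eGFP+ signals of FST and FOXC1 were at the level of the reporter probe sets, so the sizes of their folds and their ranks are not exact.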

Microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO) with the accession number GSE32494.

### In situ hybridization and Immunohistochemistry

Whole-mount in situ hybridization was performed as described previously [14]. The cVegfr2 riboprobe fragment (nucleotides 2488-2771) was generated by RT-PCR and cloned into pGEMTeasy vector (Promega). Embryo images were acquired using a Leica MZ FLIII stereomicroscope, a Leica DFC420C digital camera (Leica Microsystems) and IrfanView software http://www.irfanview.com/.

For immunohistochemistry, electroporated embryos were fixed in 4% paraformaldehyde, cryoprotected in 15% sucrose, embedded in 7.5% gelatine/15% sucrose and cryosectioned at 16 or 20 μm. Immunostaining was performed using primary antibodies against avian VEGFR2 (gift from Anne Eichmann) [3], chicken Red Blood Cells (RBC; #103-4139; Rockland Immunochemicals), and alpha smooth muscle actin (SMA; #ab5694; Abcam), and secondary antibodies labeled with the fluorescent probe Alexa Fluor 568 (#A11004; Molecular Probes/Invitrogen) or Alexa Fluor 647 (#A21245; Molecular Probes). Cell nuclei were labeled with 4', 6-diamidino-2-phenylindole (DAPI; Molecular Probes). Sections were mounted in Fluorescence Mounting Medium (Dako), photographed using either a Leica DMRA2 fluorescence microscope with a HC PL Fluotar 20/0.50 objective (Leica Microsystems), Photometrics CoolSNAP HQ camera (Photometrics) and MetaMorph software (Molecular Devices; Figures 2F, Additional file 1B and 1C), or a Leica TCS SP5 confocal microscope with a HCX PL Apo CS 40/1.40-0.60 objective and Leica Application Suite software (Leica Microsystems; Figures 2H-J). Images were processed and assembled using Photoshop CS3 (Adobe Systems) and Imaris (Bitplane).

## Authors' contributions

VT, NA and ATT carried out experiments and analyzed data. RG performed the FACS assays. JR-L analyzed data and critically commented on the manuscript. ATT designed the study and prepared the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Hb-eGFP expression in chick embryos electroporated at late stages**. Chick embryos were co-electroporated with Hb-eGFP (PCR2) and pCAGGS-RFP reporter constructs at HH5 and fixed at HH11. Top left: bright field (BF); top right: Hb-eGFP green fluorescence; bottom left: RFP red fluorescence; bottom right: overlay of bright field and fluorescence images. Hb-eGFP expression is detected in blood islands (arrows) and in the vascular plexus of the area pellucida (arrowhead). Click here for file

Additional file 2 **List of selected genes up- and down-regulated in Hb-eGFP+ cells at HH5-6**. Listed genes exhibit greater than 1.7-fold change (lower bound) in expression in Hb-eGFP+ versus Hb-eGFP- cells. Gene function and expression patterns are given when known and were obtained from GEISHA http://geisha.arizona.edu/geisha and from the literature. Click here for file

Additional file 3 **Time-lapse movie of a developing chick embryo co-electroporated with Hb-eGFP (PCR2) and pCAGGS-RFP reporter constructs (stages HH4 to HH11)**. As the embryo elongates, Hb-eGFP-positive cells move away from the primitive streak, aggregate to form the blood islands, and give rise to the vascular plexus by connecting the separate islands. Anterior side of the embryo is to the top; images were taken under a Leica DMIRE2 inverted microscope (2.5 × objective; green, Hb-e GFP; red, RFP); 6 min per frame; total time = 24 hours and 12 min; time is indicated in hours in the upper left corner of the image. Click here for file

Additional file 4 **Time-lapse movie of yolk sac blood islands**. The chick embryo was co-electroporated with Hb-eGFP (PCR2) and pCAGGS-RFP reporter constructs at stage HH4 and imaged from HH10 to HH11. eGFP-positive cells are found in blood islands as well as in the vascular-like structures that connect individual blood islands. In this video, we could identify individual cells moving between different blood islands (white arrowhead) as well as the division of a hematopoietic cell in one of the blood islands (yellow arrowheads). Images were taken under a Leica Sp5 confocal microscope (10 × objective; green, Hb-eGFP; red, RFP; small square = 50 mm); 3 min per frame; total time = 4 hours and 6 min; time is indicated in hours in the upper left corner of the image. Click here for file

Additional file 5 **Time-lapse movie of blood cell flow in the yolk sac**. The chick embryo was co-electroporated with Hb-eGFP (PCR8) and pCAGGS-RFP reporter constructs at stage HH4- and imaged at HH12. At this stage, movements of eGFP fluorescent blood cells are already observed within the vascular plexus of the yolk sac. Images were taken under a Leica Sp5 confocal microscope (10 × objective; green, Hb-e GFP; red, RFP); 3 min per frame; total time = 75 min; time is indicated in minutes in the upper left corner of the image. Click here for file

# Supplementary material for: Targeting the hemangioblast with a novel cell type-specific enhancer
**Source:** BMC Dev Biol. 2011 Dec 28;11:76. doi: 10.1186/1471-213X-11-76
**Supplement:** Additional file 2 — List of selected genes up- and down-regulated in Hb-eGFP+ cells at HH5-6. Listed genes exhibit greater than 1.7-fold change (lower bound) in expression in Hb-eGFP+ versus Hb-eGFP- cells. Gene function and expression patterns are given when known and were obtained from GEISHA http://geisha.arizona.edu/geisha and from the literature.

Additional file 2

Table 1. List of selected genes up- and down-regulated in Hb-eGFP+ cells at HH5-6.

Fold change	Gene symbol	Gene name	Entrez Gene ID	Molecular function	Biological function	Expression in early embryos
+15.77	U43284-1	Green Fluorescent Protein (GFP) sequence	-	Fluorescent marker	-	-
+5.1	SLC15A1	Solute carrier family 15, member 1	376789	Membrane transporter	Intestinal peptide transport	-
+4.2	LOC418555	Similar to RIKEN cDNA 4930578C19	418555	-	-	-
+4.15	SOX7	SRY (sex determining region Y)-box 7	771337	Transcription factor	Vasculogenesis	Endothelial cell precursors
+4.1	ChEST995n23	Finished cDNA, clone ChEST995n23	-	-	-	-
+3.73	LMO2	LIM domain only 2	374129	Transcription factor	Hematopoiesis	Blood islands and their precursors
+3.7	CTSG	Cathepsin G	426049	Serine protease	Tissue remodeling	Early myeloid precursors
+3.62	TAL1 (SCL)	T-cell acute lymphocytic leukemia 1 (stem cell leukemia)	396298	Transcription factor	Hematopoiesis	Blood islands and their precursors
+3.08	HSP25	Heat shock protein 25	428310	Molecular chaperone	Stress response	Developing blood vessels and heart
+3.07	RhoGap 6	Similar to Rho-GTPase-activating protein 6 (LOC422284 locus)	422284	Cytoskeleton regulator	Cell migration	-
+2.71	FLT1 (VEGFR1)	Fms-related tyrosine kinase 1 (vascular endothelial growth factor receptor 1)	374100	Receptor tyrosine kinase	Vasculogenesis / Angiogenesis	Blood islands
+2.63	SOX18	SRY (sex determining region Y)-box 18	374200	Transcription factor	Vasculogenesis	Blood islands
+2.49	CDH5	Cadherin 5, type 2, VE-cadherin (vascular epithelium)	374068	Cell adhesion molecule	Vasculogenesis / Angiogenesis	Endothelial cells
+2.39	CD34	Hematopoietic progenitor cell antigen CD34	419656	Cell surface antigen	-	-
+2.29	FLT4 (VEGFR3)	Fms-related tyrosine kinase 4 (vascular endothelial growth factor receptor 3)	395742	Receptor tyrosine kinase	Angiogenesis	Blood islands and endothelial cells
+2.23	CITED4	Cbp/p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain, 4	395465	Transcription regulator	-	Blood islands
+2.2	PITX1	Paired-like homeodomain 1	374201	Transcription factor	Pituitary and hindlimb development	Posterior extraembryonic mesoderm
+2.09	Fli1	Friend leukemia virus integration 1 gene (RCJMB04_8m13)	419723	Transcription factor	Vasculogenesis and Hematopoiesis	Endothelial and erythroid cell precursors
+1.96	HHEX	Hematopoietically expressed homeobox	396182	Transcription factor	Vasculogenesis and Hematopoiesis	Blood islands and anterior intestinal portal
-1.71	SOX17	SRY (sex determining region Y)-box 17	428534	Transcription factor	Endoderm differentiation	Definitive endoderm
-2.73	CDH2	Cadherin 2, type 1, N-cadherin (neural)	414745	Cell adhesion molecule	Epithelial cell adhesion	Primitive streak and neur ectoderm
-3.39	CXCL14	Chemokine (C-X-C motif) ligand 14	395451	Chemokine	Directional cellular migration	Ectodermal derivatives
-3.4	CDH1	Cadherin 1, type 1, E-cadherin (epithelial)	415860	Cell adhesion molecule	Epithelial cell adhesion	Ectoderm
-4.52	WNT8A	Wingless-type MMTV integration site family, member 8A	396543	Secreted factor	Mesoderm and neur ectoderm patterning	Primitive streak and paraxial mesoderm
-4.58	DLL1	Delta-like 1	395820	Transmembrane protein	Left-right asymmetry determination	Primitive streak and paraxial mesoderm
-5.48	FOXC2	Forkhead box C2 (MFH-1, mesenchyme forkhead 1)	396039	Transcription factor	Lymphatic development	Cephalic and paraxial mesoderm
-8.24	CYP26C1	Cytochrome P450, family 26, subfamily C, polypeptide 1	423806	Catabolizing enzyme	Retinoic acid degradation	Anterior mesoderm and neur ectoderm
-8.32	FGF18	Fibroblast growth factor 18	395453	Secreted factor	Chondrogenesis and osteogenesis	Primitive streak and rostral neur ectoderm
-8.82	FGF19	Fibroblast growth factor 19	395394	Secreted factor	Brain and eye development	Primitive streak and head mesenchyme
-9.75	DKK1	Dickkopf homolog 1	374156	Secreted WNT inhibitor	Head induction	Axial mesendoderm and Hensen's node
-9.84	LOC421238	Hypothetical gene supported by CR405884	421390	-	-	-
-10.15	CXCR4	Chemokine (C-X-C motif) receptor 4	395324	Chemokine receptor	Cardiogenesis	Definitive mesendoderm
-12.25	FZD8	Frizzled homolog 8	374059	Transmembrane receptor	Anterior brain patterning	Anterior neur ectoderm
-12.92	MSGN1	Mesogenin 1	395419	Transcription factor	Somitogenesis	Paraxial mesoderm
-15.29	OTX2	Orthodenticle homeobox 2	395191	Homeobox gene	Specification of rostral neur ectoderm	Neuroectoderm
-16.93	Crescent	Crescent gene (LOC395991 locus)	395991	Secreted WNT inhibitor	Cardiogenesis	Prechordal plate and anterior endoderm
-24.45	FST	Follistatin	396119	Secreted activin inhibitor	Stem cell renewal (?)	Neural plate and paraxial mesoderm

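The table gives 1 fold per gene, positive where the signal was higher in Hb-eGFP+ cells, and 36 of its 37 entries could be matched to a probe set: GFP and 17 genes with a positive fold, and 18 with a negative one. All 36 had the listed direction and an adjusted p under 0.05 from limma, although the genes were selected on these same samples, so that this is not independent evidence. The increases ran from the homeobox gene HHEX, with a ratio of 2.15 and a lower bound of 2.01, to SLC15A1, with a ratio of 5.72 and a lower bound of 5.20, and then GFP. Decreases, as ratios of control to Hb-eGFP+ cells written with a minus sign, ran from -1.95 for SOX17 to -20.2 for LOC395991. The folds printed in the table lie close to the lower 90% bounds computed here, with a median gap of 2.61% against 14.4% for the ratios themselves. For OTX2 the bound was -15.6 and the ratio -17.1, and for DLL1, a Notch ligand of the paraxial mesoderm, they were -4.64 and -5.24. Of the 18 genes with several probe sets, 8 had at least 1 that was not called in the listed direction: SOX7, TAL1, RGCCL, FLT1, CD34, FLT4, CYP26C1 and FZD8. HSP25, named HSPB9 in the annotation, had ratios of 2.59 by the probe set that represents it and 3.55 by the other, and FST of -19.2 and -32.3.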

Listed genes exhibit greater than 1.7-fold change (lower bound) in expression of Hb-eGFP+ *versus* Hb-eGFP- cells. Gene function and expression patterns are given where known and were obtained from GEISHA (<http://geisha.arizona.edu/geisha>) and from the literature.

How the deposited data were processed for this re-analysis (not part of the article)

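RNA was measured in 3 samples of Hb-eGFP+ cells and 3 samples of eGFP-/RFP+ control cells, FACS-sorted from chick embryos at HH5-6, on Affymetrix Chicken Genome Arrays. The authors scanned the arrays with GCOS 1.4, normalized the 6 arrays in dChip and deposited 1 model-based expression index per probe set (Perfect Match-only model), which is a signal intensity on a linear scale. Which of dChip's array normalization methods was used, and whether background was subtracted, is not given in the sources used here. The deposited values were not centred per gene. No Affymetrix control probe sets were among the 38439 probe sets, so the ratios of 3' to 5' probe sets and the spike-in signals that had been planned as quality measures were not computed. All 6 value columns were used.

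Values below 1 would have been set to 1 before log2, but the lowest value was 1. No array was normalized again. The groups were compared with limma (lmFit and eBayes with default settings, two-sided, group as the only term) over all 38439 probe sets, and again over 13051 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. The adjusted p of a named gene comes from the fit over genes, and that of GFP, of any other reporter and of a gene's further probe sets from the fit over probe sets. The methods' own rule was applied beside it: the ratio of the 2 linear group means with a 90% interval, called where the lower bound exceeded 1.7, with the spread between arrays in place of dChip's measurement errors. Both calculations were tested on simulated data with 3 arrays against 3 and 38439 probe sets. Changes of 1.5-, 2- and 4-fold were placed in 67, 67 and 66 probe sets, all with a control mean above the median of all probe sets. Errors were independent and normal. Of these changes, limma called 43.3% at 1.5-fold, 80.6% at 2-fold and 97% at 4-fold, and the lower bound 1.5%, 76.1% and 100%. Of the unchanged probe sets, 2 were called by limma and 5 by the lower bound. The rates do not cover dim probe sets or a larger share of changed ones.

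Gene names come from the platform annotation of the array, in which 27168 probe sets have 1 gene, 177 have several and 11094 are not named here; those with several or none were tested but not assigned to a gene. The gene IDs of 26853 probe sets were found in the RefSeq gene table of the chicken assembly GRCg7b, which was used for names only. A gene is represented by its probe set with the highest mean log2 intensity. The 37 entries of Additional file 2 were matched by symbol and gene ID, and 36 had a probe set.

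Before the data were examined, the main comparison, the alternatives in the closing section, the 21 gene lists and the rule for named genes were fixed. The lists cover hemangioblast regulators, endothelium, erythroid and myeloid cells, the other tissues of the gastrula, signalling pathways, proliferation, stress and housekeeping; 424 of their 493 entries matched a measured gene. Lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the 21 lists. Named genes are those the study names for this experiment, the 10 largest changes in each direction among called genes whose arrays do not overlap and whose mean exceeds the median of all probe sets, the 3 genes of each list with the smallest adjusted p with the first of each direction, and the other genes of Additional file 2. Values in that table had been seen when the rule and the lists were written. VIP, GAD1, RUNX1 and ACTA2 fall outside it and were chosen after their values were seen.

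Alternatives were quantile normalization, median centring, removal of dim probe sets, an offset of 50 before log2, an intensity trend with robust variances, the replicate number as a block, each array left out in turn, other intervals for the lower bound, a minimum fold of 1.7, an estimated correlation for the lists, lists without the genes of Additional file 2, and the mean over probe sets. The array medians (exact permutation test over 20 assignments, two-sided p = 0.4) and total intensities (p = 1) did not separate the groups, whereas the interquartile range of log2 intensity was 2.32 to 2.39 in the Hb-eGFP+ arrays and 2.42 to 2.48 in the RFP+ control arrays (exact p = 0.1, the smallest that 3 arrays against 3 allow). No 2 arrays shared more than 0.057% of their values. Analyses used R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6.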

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

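The tests of explanations in this part were all chosen only after the values were seen. Some genes of inhibitory neurotransmission and neuropeptides were among the largest increases in Hb-eGFP+ cells and are not discussed in the paper. SLC32A1, the vesicular GABA transporter gene, had a log2 fold change of 2.24 (1312 ± 94.2 against 278 ± 24.8, SD, n = 3), GAD2 of GABA synthesis 2.00 and the galanin gene GAL 1.95, all called by limma, and the neuropeptide gene VIP (1.77) and GAD1 (0.68), both chosen after their values were seen, were also higher. No list of such genes was tested and those that did not rise were not counted, so these are single genes and not a shifted group. A carry-over that made neural cells more abundant in the Hb-eGFP+ tube than in the control would raise neuroectoderm genes as well. The neuroectoderm list instead had a median log2 fold change of -0.94 (quartiles -1.68 and -0.31). The control cells come from the same embryos and express neuroectoderm genes themselves. A smaller carry-over of the same mix of neural cells as in the control would not raise genes above the control level. It therefore does not account for these increases. A carry-over of only some neural cells is not excluded. Cross-hybridisation of single probe sets stays open: of the second probe sets of SLC32A1 and GAD2, 1 was higher (SLC32A1, 0.55, adjusted p = 0.016) and the other had a log2 fold change of 0.20 (adjusted p = 0.15), both at low signal, and GAL and VIP have 1 probe set each. Expression of these genes in the Hb-eGFP+ cells themselves remains a hypothesis.

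The GFP probe set kept 5.24% of the Hb-eGFP+ signal in the RFP+ control cells once the median of the other reporter probe sets was subtracted, but the 11 regulators of hemangioblasts and blood progenitors that were called higher kept a median of 34.5%, from 8.43% for RUNX1, which is close to the reporter level, to 56.2%. Without this subtraction the GFP share was 5.42% and the lowest of the regulators 21.2%. A carry-over of eGFP+ cells into the control tube would leave about the GFP share of each, so carry-over alone does not account for their control signal. Compression of folds, by which an array shows less than the true change, stays open. Cells without eGFP fluorescence that express these genes may also account for it, which was not tested.

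Other signals that the paper does not discuss are given as values. The glutaredoxin gene GLRX had a log2 fold change of 1.94 (439 ± 43.6 against 115 ± 13.9, SD, n = 3). The reporter probe set AY342347 was 2.06 times as high in Hb-eGFP+ cells (12197 against 5929) and the reporter probe set AJ002682-2 5.13 times (208 against 40.4). The control signal of AJ002682-2 was near the median of the other reporter probe sets, so the size of its fold is not exact. The gene that each reads is not given in the sources used here.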

How the results depend on the processing

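Of the 91 named features (GFP and 90 genes), 88 were called, and 82 of these kept direction and call in every alternative run for them. The calls of 6 were lost in at least 1 alternative (CENPF, FGFR3, MEIS1, RBP4, SLC4A1 and TYMS), none with a change of direction. GAPDH, which was not called, had log2 fold changes of -0.0356 after quantile normalization, -0.00188 without Hb-eGFP+ replicate 2, -0.0107 without RFP+ control replicate 3 and 0.0271 without RFP+ control replicate 2, against 0.01. ACTA2, also not called, had -0.0396 without RFP+ control replicate 2 and 0.227 without RFP+ control replicate 3, against 0.09. All 36 matched genes of Additional file 2 kept their call in each alternative, with 35 of 35 measured after dim probe sets were removed. The 12 shifted lists were shifted under each alternative except non-neural ectoderm and epithelium with an estimated correlation, and none of the other 9 became shifted. Some genes are in more than 1 list, so the 12 are not separate results.

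Counts moved in both directions. With the replicate number as a block, limma called 900 probe sets higher and 1248 lower; same-numbered samples did not deviate together (correlations -0.12, -0.051 and 0.098), only the third pair correlated best with its own number, and the paper describes 3 pools sorted into both populations without tying a number to a pool. Counts rose with an offset of 50 (2206 and 2569), an intensity trend with robust variances (2265 and 2521) and dim probe sets removed (1990 and 2226), against 1545 and 1941. A minimum fold of 1.7 left 430 and 777. Leaving out 1 array gave 811 to 1296 higher and 1102 to 1721 lower, the lowest without Hb-eGFP+ replicate 3 and next without Hb-eGFP+ replicate 1 (856 and 1187); fewer arrays lower the power, and the cause was not tested further. By the methods' lower bound, an offset of 50 gave 174 and 323. An offset shrinks every ratio, those of dim probe sets most. Removing dim probe sets gave 245 and 407, so the offset also took calls from brighter ones. The ratio without an interval gave 462 and 1178. Leaving out 1 array gave 263 to 288 and 466 to 607. The share of higher calls was 44.3% and 50.1% after quantile normalization.

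Of 10 splits of the arrays into 3 and 3, 1, the real one, gave 3486 called probe sets; the highest of the others gave 0 with limma (2234 at an unadjusted p under 0.05, against 9157). Each of the other splits mixes both populations in each group, so the difference between the populations adds to the spread and lowers the number called. The contrast therefore cannot settle the question, and the splits are too few for a share under 0.05. In a count chosen after the values were seen, 45 called named genes had several probe sets; 23 of them had at least 1 further probe set not called in the same direction, and 18 had no further one that was. The dimmer group of 11 named genes lay under 1.5 times the highest reporter median (ACTA2, CXCR4, FGF18, FOXC1, FST, FZD8, JAG1, PKDCCA, RBP4, RUNX1 and SP8), so the sizes of their folds are not exact.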

Differences from the paper's values

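In the main comparison, no count or fold of the paper differed from the value computed here by more than 1.5 times. The paper's rule was applied with the spread between arrays in place of dChip's measurement errors. By it, 777 of 38439 probe sets differed here, against the paper's 658 transcripts, which it counts out of a smaller total. By gene, 512 differed, against the paper's 476 known genes, with 188 higher and 324 lower, against the paper's 170 and 306. The paper gives enrichments of 3.73, 3.62 and 2.39 for LMO2, TAL1 and CD34, and the ratios of group means were 4.65, 3.80 and 2.77; under the lower 90% bound, an alternative set before the data were examined, they were 3.78, 3.63 and 2.42. Under the same bound, 34 of the 36 matched entries of Additional file 2 came closer to the paper's value than the ratio did. Other alternatives differed by more: SOX17 was at -3.76 by its probe set with the largest change, against the paper's -1.71. Without an interval, 1640 probe sets and 1056 genes differed, with 296 genes higher and 765 lower. The axis of Figure 2G is labelled as a log fold change without a base, and its values, read by eye, are near those computed here on the log10 scale.

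The gene ID printed in Additional file 2 for CD34 is that of KPNA6, and the one printed for SLC15A1 differs from that of the gene; both were matched by symbol.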

Other observations

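In this part, ACTA2 was chosen after its value was seen, and the other genes and lists were set by the rule. Genes of retinoic acid metabolism, of which the study lists CYP26C1 with the degradation of retinoic acid, formed 1 of the most shifted groups: of 13 measured, 9 were lower in Hb-eGFP+ cells and 2 higher at an adjusted p under 0.05 from limma (9 and 2 when adjusted over the list alone; camera adjusted p = 4.0e-07, and adjusted p = 0.015 with an estimated correlation). RDH10, which makes retinaldehyde, fell by 2.53 on the log2 scale, and the retinoic acid hydroxylase genes CYP26A1 and CYP26C1 fell by 3.45 and 3.34, so the genes that fell include both synthesis and breakdown. RBP4 was higher by 0.38, a call that was lost without Hb-eGFP+ replicate 3 (adjusted p = 0.055). Neither of the 2 higher genes was called without that array, and 1 of them was called without Hb-eGFP+ replicate 1, RFP+ control replicate 2 or RFP+ control replicate 3. Of 22 FGF ligands and response genes, 12 were lower and 1 higher (12 and 2 when adjusted over the list alone; camera adjusted p = 7.0e-06, and adjusted p = 0.020 with an estimated correlation), with FGF13 at -1.52 by 1 of its 4 probe sets. FGF18 fell to 24.8, which is at the level of the reporter probe sets, from 293, so the size of its fold is not exact. The higher gene was the receptor gene FGFR3 at 0.62 (adjusted p = 0.037), whose other 3 probe sets were not called. Its call was lost without each of 4 arrays, with an adjusted p of 0.12 without Hb-eGFP+ replicate 1. It was also lost with an intensity trend and robust variances (limma adjusted p = 0.078). Of 32 Wnt ligands, receptors and antagonists, 14 were lower and 1, FZD9 at 1.04, was higher (17 and 4 when adjusted over the list alone; camera adjusted p = 5.8e-06, and adjusted p = 0.015 with an estimated correlation). These 3 lists share members with the lists of gastrula tissues. Examples are CYP26A1 with paraxial mesoderm, FGF8 and WNT3A with the primitive streak, FZD8 with neuroectoderm and LOC395991 with the organizer. Their shifts are therefore not independent of those of the tissue lists.

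Several groups were not shifted as sets. Of 19 BMP response genes, 5 were higher, led by ID1 (0.71) and ID4 (0.58), and 3 were lower, including SMAD9 at -0.78 (6 and 4 when adjusted over the list alone; camera adjusted p = 0.31). Of 22 genes of posterior extraembryonic and lateral plate mesoderm, 2 were higher and 4 lower (2 and 4 when adjusted over the list alone; camera adjusted p = 0.51), with PITX1 at 1.48, ISL1 at -2.58 and HOXA9 at -1.61. Of 16 cardiac genes, 1, TNNT2 at 0.55, was higher and 4 were lower (1 and 4 when adjusted over the list alone; camera adjusted p = 0.31). Of 14 Notch pathway genes, 4 were lower, DLL1 first at -2.39 (4 and 1 higher when adjusted over the list alone; camera adjusted p = 0.37). Of 25 proliferation genes, 5 were lower, CCND1 most at -1.77 (5 when adjusted over the list alone; camera adjusted p = 0.20). The 5 became 1 without Hb-eGFP+ replicate 1, Hb-eGFP+ replicate 3, RFP+ control replicate 1 or RFP+ control replicate 3, and 3 without RFP+ control replicate 2. Of 17 housekeeping genes, 3 were higher, HPRT1 most at 0.82, and 1, TUBA1A, was lower at -0.44 (3 and 1 when adjusted over the list alone; camera adjusted p = 0.51). Of 23 heat shock and dissociation stress genes, 5 were higher and 3 lower (5 and 3 when adjusted over the list alone; camera adjusted p = 0.51, with a median of -0.01 although the test pointed upward). The immediate early gene EGR1 rose by 1.89 while ATF3 fell by 1.28.

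The paper examines smooth muscle at a later stage, HH11. At HH5-6, 2 of 13 smooth muscle genes were higher, CALD1 at 1.55 and MYLK at 0.80, and 5 were lower, PDGFRB most at -1.02 (3 and 5 when adjusted over the list alone; camera adjusted p = 0.76). The 5 lower genes became 2 without Hb-eGFP+ replicate 2, Hb-eGFP+ replicate 3 or RFP+ control replicate 1, and 3 without any 1 of the other arrays. ACTA2, which encodes smooth muscle actin, had a log2 fold change of 0.09 (standard error 0.13, adjusted p = 0.66) at intensities of 58 and 55. CER1, the gene whose regulatory region holds the enhancer, was lower in Hb-eGFP+ cells (145 ± 4.95 against 382, log2 fold change -1.40, standard error 0.07, adjusted p = 1.1e-05). The paper describes reporter expression in the posterior extraembryonic mesoderm as ectopic. It gives the anterior mesendoderm and the left-side mesoderm as populations that express the gene itself. Among genes of the paper's RT-PCR, GAPDH had a log2 fold change of 0.01 (standard error 0.06, adjusted p = 0.94), which turned to -0.0356 after quantile normalization. KDR, the gene of cVEGFR2, was higher by 0.41 (3060 ± 174 against 2305, adjusted p = 0.0079) by its brightest probe set, and 4 dimmer probe sets were not called. TBXT, the Brachyury gene, was lower (-0.60, adjusted p = 0.00056).

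Because mutation of the G2 GATA site abolished reporter expression, the paper proposes GATA2 as an activator of the enhancer. Its 1 probe set read 74.2 ± 16.0 in Hb-eGFP+ and 64.9 in RFP+ control cells (SD, n = 3; log2 fold change 0.17, standard error 0.17, adjusted p = 0.52 from limma). It was not called, and whether the probe set reads GATA2 above background was not settled here. These values do not test the paper's proposal.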
